A study of Arabidopsis thaliana with 22 samples. Its data were reported in "ZMP recruits and excludes Pol IV–mediated DNA methylation in a site-specific manner" (2022).

How the data were processed

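The series comprised 22 ChIP-seq samples of inflorescences. Peak lists of the 11 immunoprecipitates were analysed, and the inputs entered only through the peak calling. Groups and replicate numbers were taken from the sample labels. The labels list no antibody for the set A samples without a transgene, although their titles call them immunoprecipitates and the protocol in the labels names an anti-HA antibody. They were used as the control of the NRPD1-HA lists, as the study did. Set A (NRPD1-HA) and set B (ZMP-HA) were separate experiments with separate controls, so that overlaps between ZMP-HA and NRPD1-HA lists are across experiments.

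Per the study's methods, the authors trimmed paired reads with Trim Galore, aligned them to TAIR10 with bowtie2, and called peaks with MACS in paired-end mode with input as the control. There is 1 deposited list per immunoprecipitated library. The methods do not say which input served which library. The deposited lists give, for each peak, its position, a score, the authors' fold enrichment over background at the summit (a linear ratio), and the −log10 p-value and −log10 q-value. Every deposited peak had a q-value of 0.05 or less. Such lists hold presence and absence above a threshold, not read counts. A region missing from a list may hold signal just under the threshold, and a deeper library passes the threshold at weaker enrichment. A difference between lists is therefore a difference in calls, and no quantitative test of binding such as the read-based test of the study was made here.

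Depth was recovered from the lists. The caller's fold enrichment is (pileup + 1) / (background + 1), and its p-value is the Poisson tail of the pileup given the background. Both were solved for each peak, and the deposited p-value was rebuilt within 1% for 100% of peaks in each list. The background shared by most peaks of a tagged list is the genome-wide coverage expected for that library. By default the caller scales the larger of immunoprecipitate and input down to the smaller, so this value follows the smaller of the pair. A local background can be higher than it and never lower. In the lists without a transgene it was shared by 19.4% to 44.0% of peaks. Depth limits which weak regions can be called. Exact binomial (Clopper-Pearson) 95% intervals are given for shares and cover counting error over regions only.

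Coordinates are those of the lists, 1-based. The reference used for annotation was the RefSeq TAIR10.1 assembly and its genes. Its 5 nuclear chromosomes have the TAIR10 names and 0 peaks ran past a chromosome end. Peaks on the organelle genomes, whose sequences differ between these assemblies, were left out of all comparisons. Transposable element annotation was not used here. Peaks were merged where they shared at least 1 base. Sites were merged regions with a peak in both replicates and no overlap with a peak of either matching library without a transgene. WT-only regions had a peak in both WT replicates and in neither zmp-2 replicate, and zmp-2-only regions the reverse. Protein-coding genes numbered 27444. Pericentromeric windows were, on each chromosome, the run of 100 kb windows around the lowest protein-coding gene density (mean over 1 Mb) in which that mean stayed under 50% of the chromosome's median. They were 13100001 to 16700000 on chromosome 1, 3800001 to 6100000 on chromosome 2, 11300001 to 15900000 on chromosome 3, 2700001 to 5600000 on chromosome 4 and 10100001 to 13900000 on chromosome 5.

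Overlap shares were compared with 1000 random placements of each region on its own chromosome at its own width, and the value given is the observed share divided by the mean random share with an empirical p-value, a permutation of positions. These were one-sided, except those with H3K4me3, which were two-sided. Random shares quoted for features of region classes came from 100 placements. WT-only and zmp-2-only regions were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 5 tests. Regions are not biological replicates, and with 2 libraries against 2 no exact test of libraries can go under p = 0.33. Named regions were, in each of the ZMP sites, WT-only and zmp-2-only regions, the 3 whose worse rank by fold enrichment in the 2 replicate lists was best. ZMP, NRPD1, AT3G07775 and AT5G43755 were named whatever their values.

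Alternatives were a q-value of 0.01, reciprocal overlap of 50%, no removal of control peaks or removal against all 4 control lists, an IDR of 0.05, lists of equal length (6730 peaks), leaving out each replicate, presence at a q-value of 0.01 with absence judged against all peaks, placement within compartment, circular shifts, other definitions of pericentromeric windows, 5′ ends within 1000 bases, flanks of 2 kb, H3K4me3 peaks at a q-value of 0.01, and a replicate block. These tests, alternatives and the naming rule were fixed before the data were examined. Flanks among ZMP sites with no H3K4me3 peak on them, alone and with placement within compartment, the IDR filter or flanks of 2 kb, and gene overlap and 5′ ends pooled within compartments by Mantel-Haenszel, were added after the data had been seen. The IDR model was a Gaussian copula mixture on ranks of fold enrichment, summed over the peaks of a list within each region. Its fit was lengthened to 3000 iterations after its first counts had been seen, since with an early stopping rule the number of regions kept depended on the starting values. It kept 4763 of 5600 regions in WT, 5293 of 5687 in zmp-2 and 1364 of 4944 for ZMP-HA, before removal of control peaks.

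The steps were tested on simulated data. In 3 simulated IDR mixtures of 5000 pairs, at most 6.32% of the pairs kept at 0.05 were noise. Of 60 randomly placed copies of the 7247 ZMP-HA replicate 1 peaks, 1.67% had a p-value of 0.05 or less against the WT NRPD1-HA replicate 2 peaks, with 99 placements each. Background coverage was recovered within 5% for 100% of 600 peaks simulated with the same formulas. Of 200 planted regions per direction among 2612, 96.0% of WT-only and 97.5% of zmp-2-only regions were recovered, with 2 and 0 unplanted regions called. In that simulation each list missed peaks at random and at a low rate, which largely fixes these values. The real lists differed more, and with depth. The check thus does not measure how accurate the WT-only and zmp-2-only calls are. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.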

Results

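The series profiled chromatin of Arabidopsis thaliana inflorescences (ecotype Col-0) by chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA bound by a chosen protein is recovered with an antibody and sequenced beside the unselected input DNA. The proteins were NRPD1, the largest subunit of RNA polymerase IV (Pol IV), which makes the precursors of the small interfering RNAs that guide DNA methylation, and ZMP, a chromatin protein with a PHD domain. Both carried a hemagglutinin (HA) tag and were expressed from their own promoters. A histone mark of active gene 5′ ends, trimethylated lysine 4 of histone H3 (H3K4me3), was profiled in untransformed plants. Of 22 samples, 11 were immunoprecipitates with a peak list, and the other 11 were their inputs. NRPD1-HA was immunoprecipitated from wild-type (WT) plants and from zmp-2 mutants, with 2 replicates each, beside 2 replicates of WT plants without a transgene (set A). ZMP-HA was immunoprecipitated in 2 replicates beside 2 further replicates without a transgene (set B). H3K4me3 had 1 library, so none of its values has a replicate check.

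The 2 WT NRPD1-HA lists held 7250 and 7518 peaks on chromosomes 1 to 5, a mean of 7384 ± 190 (SD, n = 2). The zmp-2 NRPD1-HA lists held 7012 and 8655 peaks. ZMP-HA gave 7247 and 6730 peaks. Plants without a transgene gave 440 and 952 peaks in set A and 271 and 299 in set B, which is the background measured the same way. The H3K4me3 list held 23884 peaks. Depth was read from the background coverage that the peak caller used for most peaks of each tagged list, which follows the smaller library of each pair of immunoprecipitate and input. This coverage was 25.02 and 41.0 fragments per base in WT NRPD1-HA replicates 1 and 2, and 26.6 and 38.7 in zmp-2 NRPD1-HA. By this measure replicate 2 was deeper by a factor of 1.64 in WT and 1.45 in zmp-2, so that depth went with the replicate number and hardly with the background. The other tagged libraries, ZMP-HA, had 29.3 and 24.8 fragments per base. The libraries without a transgene had 21.5 and 20.1 in set A and 27.3 and 30.6 in set B. The H3K4me3 library had 5.37.

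**Figure D1:**
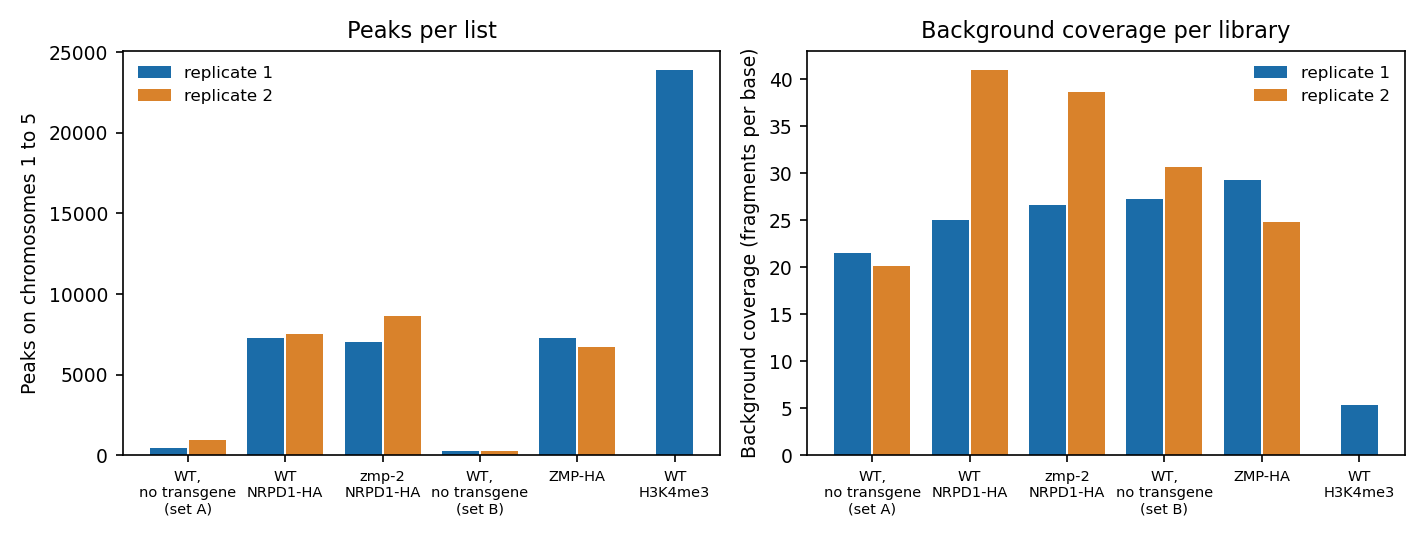
Peaks on chromosomes 1 to 5 (left) and background coverage in fragments per base (right) for each of the 11 immunoprecipitated libraries, with 1 bar per replicate. The tagged lists hold between 6730 and 8655 peaks, the lists without a transgene between 271 and 952, and replicate 2 of both NRPD1-HA groups has the highest background coverage (41.0 and 38.7).

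The first question was how well replicates recovered the same peaks. In WT, 89.9% of the 7250 NRPD1-HA peaks of replicate 1 overlapped a replicate 2 peak (95% exact binomial interval 89.2 to 90.6), against 17.6% ± 0.455 (SD over 1000 random placements), a 5.11-fold excess. In zmp-2 the share was 94.9% of 7012 peaks (94.3 to 95.4) against 17.3% at random, a 5.49-fold excess. For ZMP-HA it was 70.4% of 7247 peaks (69.3 to 71.4) against 10.6%, a 6.66-fold excess. The one-sided permutation p-value, from random placement, was 0.001 in each case, the smallest that 1000 placements can give. A reciprocal overlap of 50% moved these ratios most, to 23.8-fold in WT. The shares depended on which list was asked, since 78.8% of WT, 67.2% of zmp-2 and 87.9% of ZMP-HA replicate 2 peaks overlapped a replicate 1 peak. Without a transgene, 26.1% of set A replicate 1 peaks and 68.6% of set B replicate 1 peaks overlapped replicate 2.

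Regions with a peak in both replicates and no overlap with a peak of the matching plants without a transgene were taken as sites. WT had 5600 regions in both replicates, of which 377 were removed, leaving 5223 Pol IV sites with a median width of 1162 bases. In zmp-2, 5687 regions less 329 gave 5358 Pol IV sites with a median width of 1089 bases. A reciprocal overlap of 50% lowered these counts most, to 4251 and 4133. Without zmp-2 replicate 1, the deeper replicate alone gave 8239 sites in zmp-2. Of the WT sites, 82.2% overlapped a zmp-2 site (81.2 to 83.3), against 15.1% of randomly placed sites, a 5.46-fold excess (one-sided permutation p = 0.001). In the other direction, 81.2% of the zmp-2 sites overlapped a WT site. Most Pol IV sites were thus found in both backgrounds.

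Whether Pol IV peaks depended on ZMP was asked from regions with peaks in both replicates of 1 background and in neither replicate of the other. Of 8688 regions merged over the 4 NRPD1-HA lists, 4138 (47.6%) had a peak in all 4. There were 319 WT-only regions and 414 zmp-2-only regions, 733 together. The split of the 4 libraries by replicate number gave nearly as many, with 59 regions only in replicates 1 and 632 only in the deeper replicates 2, 691 together. The remaining split gave 68 and 10, 78 together. With 3 splits no exact p-value under 0.33 is possible, and the number of background-specific regions did not stand apart from the number that followed replicate and depth. Which class was larger also changed: lists of equal length (6730 peaks each) gave 413 WT-only and 391 zmp-2-only regions. Keeping only regions with a global irreproducible discovery rate (IDR) of 0.05 or less gave 155 WT-only and 393 zmp-2-only regions. Single libraries decided much of these counts. WT-only regions rose to 800 without WT replicate 1, 809 without WT replicate 2 and 879 without zmp-2 replicate 2, and zmp-2-only regions rose to 771 without WT replicate 2 and 1559 without zmp-2 replicate 1.

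**Figure D2:**
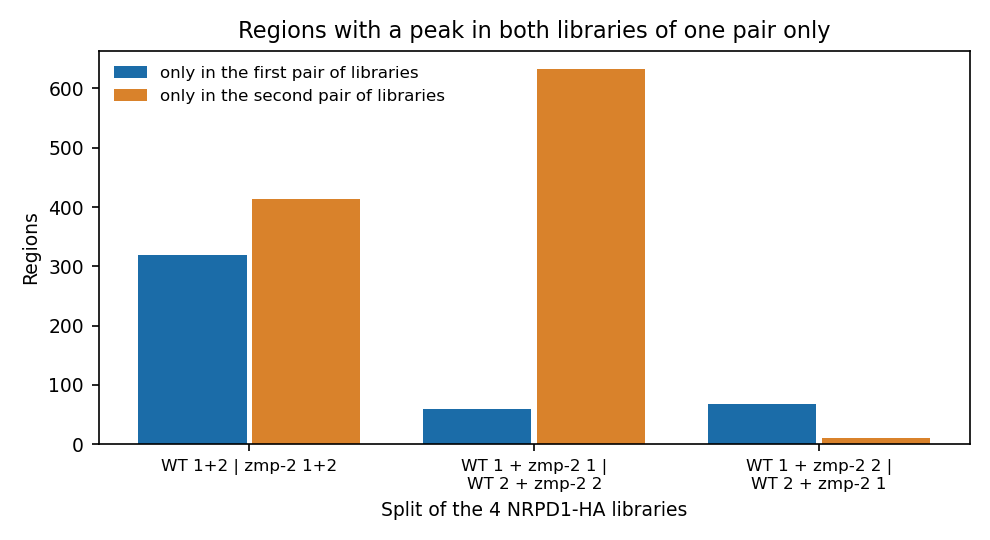
Number of regions with a peak in both libraries of 1 pair and in neither of the other, for the 3 ways to split the 4 NRPD1-HA libraries into pairs. The split by background gives 319 and 414 regions, the split by replicate number gives 59 and 632, and the remaining split gives 68 and 10.

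The classes differed sharply in position. Pericentromeric windows, defined by low density of protein-coding genes, covered 17.2 Mb or 14.4% of the 5 chromosomes. They held 222 of the 319 WT-only regions (69.6%, 95% interval 64.2 to 74.6) and 33 of the 414 zmp-2-only regions (7.97%, 5.55 to 11.01). The odds ratio was 26.4 (16.9 to 41.7; two-sided Fisher's exact p = 3.3e-72, 1.7e-71 after Benjamini-Hochberg adjustment over 5 tests). These tests treat regions as independent and describe the 4 libraries. Regions present in all 4 lists had a pericentromeric share of 20.5%. The 2 mixed splits gave odds ratios of 1.95 and 0.897. Defining pericentromeric windows by a gene density under 25% of the median moved the odds ratio most upwards, to 56.8, and leaving out zmp-2 replicate 1 moved it down to 8.38. It was 9.94 without zmp-2 replicate 2 and 16.9 without WT replicate 1. Per library, the pericentromeric share of all peaks was 33.1% ± 1.38 (SD, n = 2) in WT and 27.2% ± 1.37 (SD, n = 2) in zmp-2, a difference larger than the spread between replicates, for which no exact p-value under 0.33 exists.

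**Figure D3:**
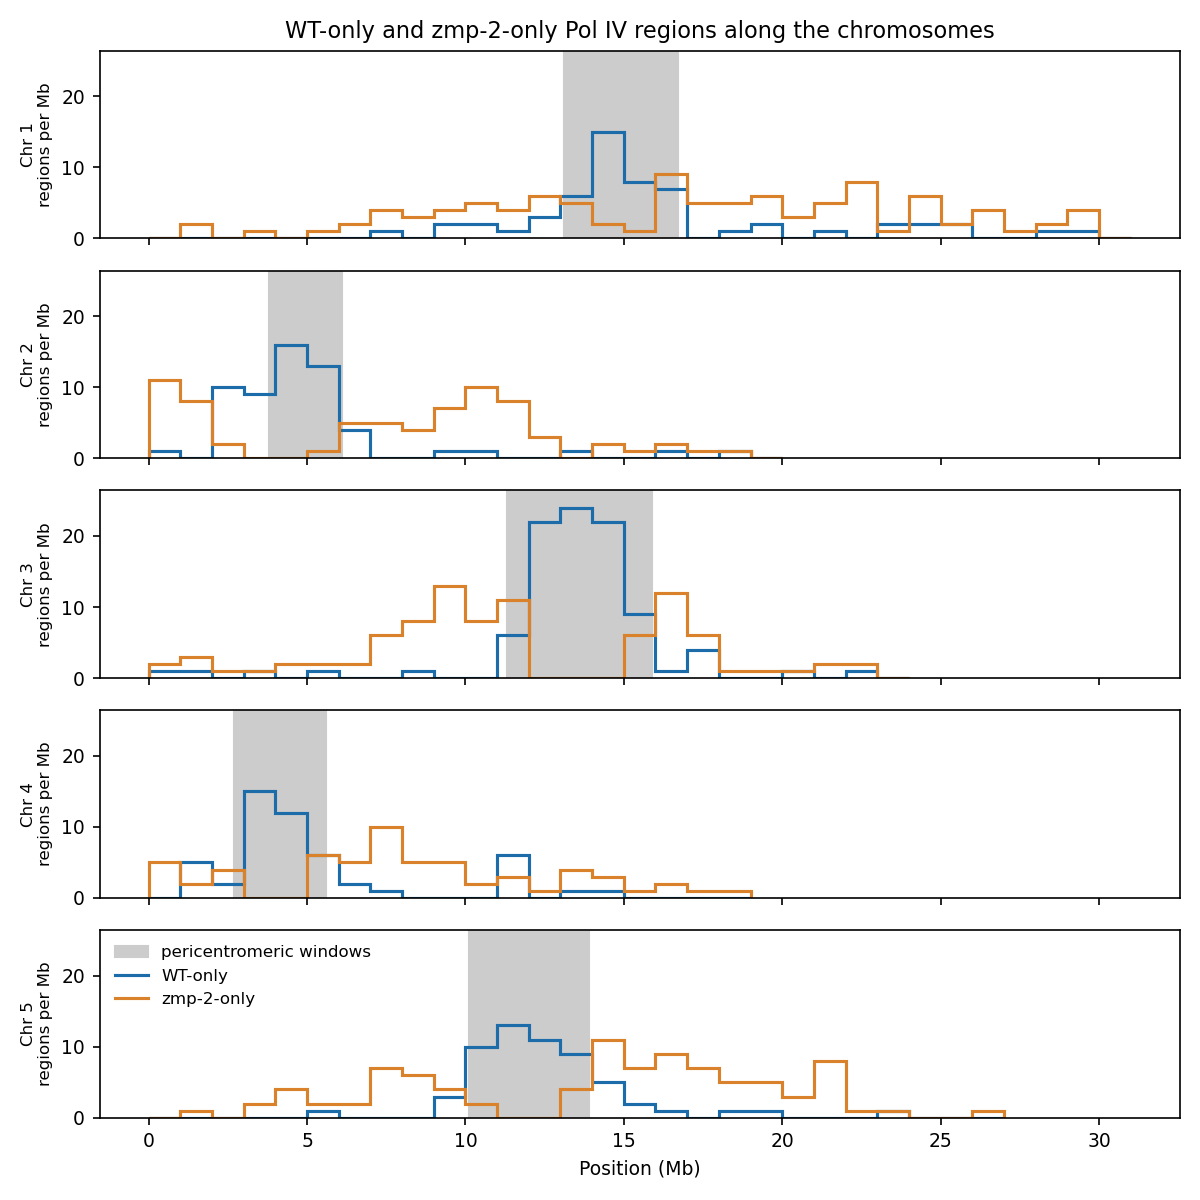
WT-only and zmp-2-only Pol IV regions per Mb along chromosomes 1 to 5, with position in Mb on the horizontal axis and pericentromeric windows in gray. WT-only regions pile up in the gray windows, which hold 69.6% of them, and zmp-2-only regions lie mostly outside, with 7.97% inside.

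WT-only regions overlapped protein-coding genes less often than zmp-2-only regions, 47 of 319 (14.7%, 11.03 to 19.1) against 146 of 414 (35.3%, 30.7 to 40.1), an odds ratio of 0.317 (0.214 to 0.465; two-sided Fisher's exact p = 2.6e-10, adjusted 3.2e-10). Random placement of the same regions put 68.0% of WT-only and 63.4% of zmp-2-only regions on such genes, so both classes lay below their random share. The difference was larger at gene 5′ ends. There, 45 WT-only regions (14.1%, 10.5 to 18.4) and 180 zmp-2-only regions (43.5%, 38.6 to 48.4) lay within 500 bases of the 5′ end of a protein-coding gene, an odds ratio of 0.214 (0.144 to 0.313; two-sided Fisher's exact p = 1.9e-18, adjusted 3.2e-18). Random placement of the same regions put 44.2% of WT-only and 34.1% of zmp-2-only regions that close to a 5′ end, so the first class lay below and the second above its random share. Within compartments, an alternative chosen after the data had been seen, the pooled odds ratio was 0.477 for gene overlap (0.303 to 0.752; Mantel-Haenszel chi-square p = 0.002) and 0.344 for 5′ ends (0.218 to 0.542; Mantel-Haenszel chi-square p = 4.1e-06), both nearer 1. Without zmp-2 replicate 1, the gene-overlap odds ratio was 0.664 and that for 5′ ends 0.357. Without zmp-2 replicate 2 that for 5′ ends was 0.357 as well.

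The fold enrichment given for each peak is the authors' own value and is used here within a list. The WT-only regions were weak within their lists. Their median fold enrichment was 2.44 and 2.05, which 22.1% and 21.8% of the peaks of the 2 WT lists did not exceed. The medians of the zmp-2-only regions, 2.99 and 3.99, stood at 44.5% and 57.0% of the zmp-2 lists. The WT-only region ranked best in both replicates was at chromosome 4 from 3318172 to 3327423 (TAIR10), in pericentromeric windows, with fold enrichments of 10.04 and 7.16. It spanned 3 annotated genes, the longest overlap being with exons of the pseudogene AT4G06527, and it overlapped a ZMP site. The next was intergenic at chromosome 1 from 9202572 to 9203133, 2666 bases upstream of FBR12 (AT1G26630), with 7.53 and 6.95. The last was intergenic at chromosome 2 from 9947109 to 9947925, 668 bases upstream of AT2G23360, with 7.07 and 7.21.

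Among zmp-2-only regions, the best ranked was at chromosome 3 from 17520116 to 17520833, over an exon of the long non-coding RNA gene AT3G07775, with fold enrichments of 14.5 and 17.5 in the zmp-2 replicates. The next lay at chromosome 1 from 12214833 to 12215557, intergenic and 519 bases upstream of AT1G33700, with 7.68 and 11.3. The last overlapped coding sequence of AGL23 (AT1G65360) at chromosome 1 from 24281168 to 24281839, with 8.55 and 10.3. None of the 3 overlapped an H3K4me3 peak or a ZMP site. At AT5G43755, a gene at chromosome 5 from 17582977 to 17583772, both zmp-2 replicates had a peak over the gene, with fold enrichments of 7.03 and 10.3, and neither WT replicate had a peak within 1 kb.

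ZMP-HA had 4944 regions in both replicates, of which 235 overlapped a set B peak without a transgene, leaving 4709 ZMP sites with a median width of 1102 bases. This count rested on the rule for reproducible regions, since an IDR of 0.05 or less kept 1291 sites. Of the 4709 sites, 46.6% were pericentromeric (45.2 to 48.0), against 14.5% at random. Whether ZMP and Pol IV occupied the same places was asked by overlap. Of the ZMP sites, 65.5% (64.1 to 66.9) overlapped a Pol IV site in WT, against 14.5% at random, a 4.52-fold excess (one-sided permutation p = 0.001). Placement within the same compartment lowered the excess most, to 3.12-fold. The share was 73.5% when set A replicate 2 without a transgene was left out of the removal of background peaks, 75.3% with no such removal, and 80.6% of the 1291 sites under the IDR filter, a 5.56-fold excess. The best ranked ZMP sites were at chromosome 3 from 1209452 to 1211583, over coding exons of AT3G04490, with fold enrichments of 19.0 and 18.3; at chromosome 3 from 15681012 to 15683363, over exons of the transcribed pseudogene AT3G43832, with 16.0 and 19.2; and at chromosome 1 from 28964114 to 28966760, over the pseudogene AT1G77095 and a second gene, with 16.4 and 17.8. All 3 overlapped a Pol IV site in WT and no H3K4me3 peak.

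ZMP sites lay on 166 of the 319 WT-only regions (52.0%, 46.4 to 57.6) and on 8 of the 414 zmp-2-only regions (1.93%, 0.838 to 3.77), an odds ratio of 55.1 (26.3 to 132; two-sided Fisher's exact p = 7.4e-63, adjusted 1.9e-62). Among regions with a peak in all 4 NRPD1-HA lists, 51.6% (50.04 to 53.1) overlapped a ZMP site. Pooled over compartments, WT-only regions thus carried ZMP sites about as often as regions kept in zmp-2. These 2 classes differ in position, since 69.6% of WT-only and 20.5% of kept regions were pericentromeric. They were not compared within compartments. The WT-only share was 63.1% in pericentromeric windows and 26.8% in the arms. Random placement put ZMP sites on 8.74% of zmp-2-only regions, more than the observed 1.93%. The last share moved with single libraries. It was 10.1% without WT replicate 1 (7.77 to 12.8), where random placement gave 8.76%, so that it was no longer below random, 6.04% without ZMP-HA replicate 2 (random 10.6%), 5.10% without zmp-2 replicate 2 (random 8.09%), and 3.72% without zmp-2 replicate 1 (random 8.28%). Leaving out WT replicate 1 lowered the odds ratio to 5.55, and leaving out zmp-2 replicate 2 lowered it to 12.5. It was 31.9 without zmp-2 replicate 1 and 29.98 without ZMP-HA replicate 2.

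The last question was how ZMP sites lie relative to H3K4me3. The H3K4me3 peaks marked gene 5′ ends, as 68.4% of them lay within 500 bases of the 5′ end of a protein-coding gene and 55.4% of the 27444 protein-coding genes had such a peak. Of the ZMP sites, 8.81% (8.02 to 9.66) overlapped an H3K4me3 peak, against 27.6% at random, a ratio of 0.319 (two-sided permutation p = 0.002, the smallest that the placements can give). A further 22.0% (20.8 to 23.2) had no H3K4me3 peak on them and 1 within 1 kb, against 21.2% at random, a ratio of 1.04 (two-sided permutation p = 0.212). That share counts only sites with no peak on them, of which random placement leaves fewer. Among the 4294 sites with no H3K4me3 peak on them, a base chosen after the data had been seen, 24.1% had 1 within 1 kb against 29.3% at random, a ratio of 0.822 (two-sided permutation p = 0.002). On this base the direction depended on the comparison, with ratios of 0.754 for flanks of 2 kb, 1.12 against placement within the same compartment and 1.42 for the 1121 such sites with an IDR of 0.05 or less (two-sided permutation p = 0.002 for each). As a share of all sites, the ratio was 0.817 without ZMP-HA replicate 1 and 0.868 without replicate 2. By distance, the share of ZMP sites with an H3K4me3 peak rose from 1.21% at the midpoint to a local maximum on each side. This was 5.54% at 800 bases past the left-hand edge and 5.84% at 700 bases past the right-hand edge. At 2 kb it had fallen to 3.14% and 3.44%. All of these shares were below random placement. H3K4me3 peaks overlapped 19 WT-only regions (5.96%, 3.62 to 9.15) and 16 zmp-2-only regions (3.86%, 2.22 to 6.20). This difference was not significant (odds ratio 1.58, 0.753 to 3.33; two-sided Fisher's exact p = 0.222, adjusted 0.222). Lists of equal length, however, gave an odds ratio of 2.47 (1.29 to 4.92; two-sided Fisher's exact p = 0.004). The ratio rose to 2.50 without zmp-2 replicate 1 and fell to 0.576 without WT replicate 1.

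**Figure D4:**
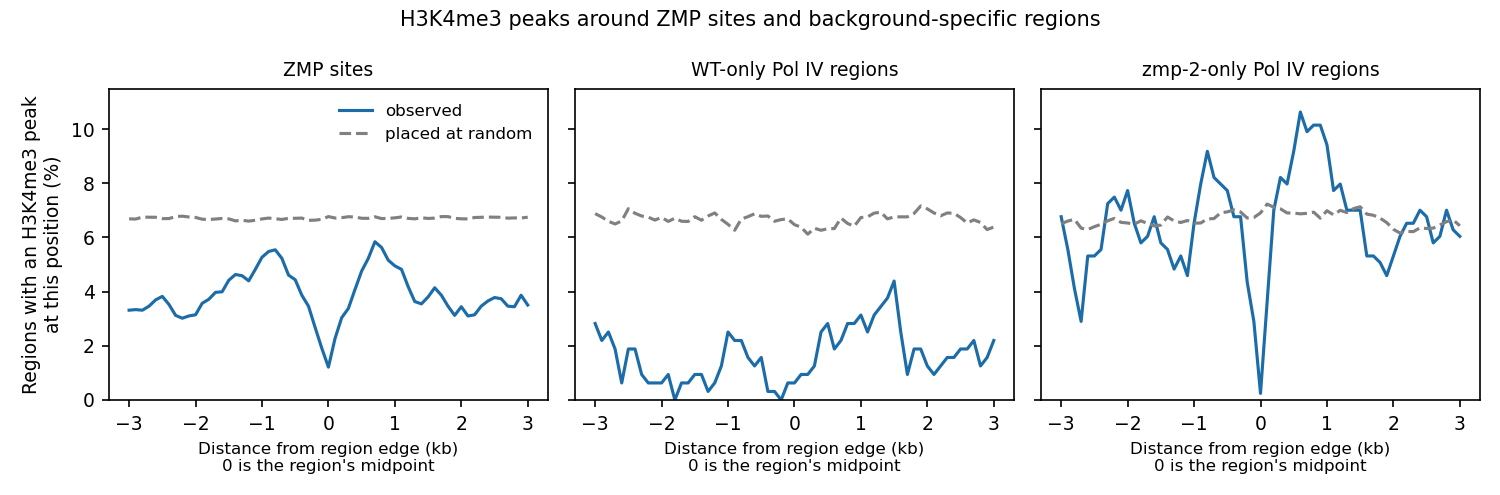
Share of regions (%) with an H3K4me3 peak at each distance in kb from the region's edges, with the region's midpoint at 0, for ZMP sites, WT-only and zmp-2-only Pol IV regions, and the same regions placed at random (dashed). At ZMP sites the share is 1.21% at the midpoint and, 1 kb past the left-hand and right-hand edges, 5.27% and 4.95% (random 6.68% and 6.72%). It is highest 800 bases past the left-hand edge (5.54%) and 700 bases past the right-hand edge (5.84%). At 2 kb it is 3.14% and 3.44%. At zmp-2-only regions the share is 0.242% at the midpoint. At 1 kb it is 6.52% past the left-hand edge (random 6.53%) and 9.42% past the right-hand edge (random 6.99%). Its maxima there, which were not tested, are 9.18% at 800 bases past the left-hand edge (random 6.68%) and 10.6% at 600 bases past the right-hand edge (random 6.87%).

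The genes of the transgenes were examined in every list. At ZMP (AT5G63700, chromosome 5 from 25493707 to 25497764), no HA list had a peak within 1 kb, ZMP-HA included, and the H3K4me3 list had 1. At NRPD1 (AT1G63020, chromosome 1 from 23354685 to 23362589, minus strand), all 4 NRPD1-HA lists had a peak over the 5′ end, with fold enrichments of 5.04 and 6.78 in WT and 4.22 and 9.003 in zmp-2. The local background there was 2.87 to 8.10 times the usual background of the same library. Both WT lists had a second, weaker peak inside the gene, with 1.799 and 1.73, where the local background was 10.3 and 10.4 times the usual one. The ZMP-HA lists and the set B lists without a transgene had none. Set A replicate 2 without a transgene had 2 weaker peaks inside the gene, with fold enrichments of 1.85 and 2.16.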

Values the study reported

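The study reported 2978 Pol IV binding sites in WT and 3145 in zmp-2. It identified 861 reproducible ZMP peaks and placed about 75% of them on Pol IV binding sites. From reads, it called 558 sites with more NRPD1-HA signal in WT than in zmp-2 and 431 sites with more in zmp-2.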

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

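The 17 results were recomputed under 212 combinations of result and setting, of which 6 were chosen only after the data had been seen: the tests of flanks among ZMP sites with no H3K4me3 peak on them, and those of gene overlap and 5′ ends within compartments. Of the 212, 170 kept their direction and their side of the threshold, or moved less than the limit set for values without a test. The direction of every odds ratio for position, genes, 5′ ends and ZMP sites held under all of them. The pericentromeric odds ratio ranged from 8.22 to 56.8 over the alternatives other than leaving out a replicate, and the odds ratio for ZMP sites from 9.29 to 62.0.

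Requiring an IDR of 0.05 or less lowered the ZMP sites to 1291 and the WT-only regions to 155, while Pol IV sites stayed at 4464 in WT and 5031 in zmp-2. Fewer regions pass by construction. For the larger loss in ZMP-HA the cause was not tested. Lists of equal length raised the odds ratio for H3K4me3 on WT-only against zmp-2-only regions to 2.47 (Fisher's exact p = 0.004), and the cause was not tested.

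H3K4me3 in the flanks of ZMP sites was the least stable result. Its ratio to random placement passed the threshold of the permutation test at 1.06 with a q-value of 0.01 (p = 0.050, just under it), 1.11 with reciprocal overlap, 1.06 with removal against any of the 4 control lists (p = 0.048), 1.83 with the IDR filter and 1.29 with placement within compartment. With flanks of 2 kb it reversed to 0.9501 (permutation p = 0.008). These shares leave out sites with a peak on them, which random placement makes more common, so part of each ratio comes from its construction. Among sites with no peak on them the ratio reversed to 0.822, and to 0.754 with flanks of 2 kb, while it was 1.12 with placement within compartment and 1.42 with the IDR filter (permutation p = 0.002 for each). Placement within compartment puts random sites as often in pericentromeric windows, which hold 14.4% of the chromosomes and 5.94% of the H3K4me3 peaks. For the IDR filter the cause was not tested.

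Leaving out a replicate leaves 1 list to define a site, so counts rise by construction. Over the fits that each left out 1 replicate, tagged or control, Pol IV sites ranged from 5287 to 7097 in WT and 5419 to 8239 in zmp-2, ZMP sites from 4754 to 6983, WT-only regions from 323 to 879 and zmp-2-only regions from 414 to 1559. Odds ratios ranged from 8.38 to 26.5 for pericentromeric position, 0.212 to 0.664 for gene overlap, 0.164 to 0.357 for 5′ ends, 5.55 to 56.4 for ZMP sites and 0.576 to 2.50 for H3K4me3, which reversed only without WT NRPD1-HA replicate 1. Ratios to random placement ranged from 4.74 to 5.78 for WT sites shared with zmp-2, 4.18 to 5.01 for ZMP sites on Pol IV sites, 0.289 to 0.324 for H3K4me3 on ZMP sites and 0.817 to 1.03 for the flanks, which reversed without either ZMP-HA replicate.

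With the replicate number as a replicate block, pooled odds ratios (Mantel-Haenszel chi-square test on regions) were 8.22 for pericentromeric position (p = 2.4e-233), 0.434 for gene overlap (p = 1.6e-27), 0.256 for 5′ ends (p = 2.9e-73), 9.29 for ZMP sites (p = 1.1e-173) and 1.11 for H3K4me3 (p = 0.517), and no call changed. Every WT-only or zmp-2-only region enters both blocks, so the blocks are not independent and these p-values overstate the evidence. Over the 8688 regions, differences between replicates in WT and in zmp-2 correlated at 0.205. Same-numbered libraries were also alike in depth, but with 2 pairs, and no label that says what a number marks, pairing was not established. Within replicate 1, 1702 regions were in WT and not zmp-2 and 954 the reverse. Within replicate 2 these were 892 and 1829, so which class was larger depended on the replicate, while the pericentromeric share was higher for the WT class in both (60.5% against 14.2%, and 68.5% against 22.8%).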

Other observations

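Tests of signal without a tag, of carry-over from NRPD1-HA material as the source of the ZMP-HA overlap, of set A against set B peaks at random, of flanks among regions with no H3K4me3 peak on them, of the set B values beside the carry-over test at NRPD1, and of the background at NRPD1 were chosen only after the related values were seen, and the limits that decided the untagged, carry-over and NRPD1 background tests were set with those values in view. Peak positions at NRPD1 were also compared only after they were seen. The other tests were chosen before their results were seen.

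The pericentromeric position of WT-only regions and the arm position of zmp-2-only regions were weighed against 3 technical explanations. Depth went with replicate number, and the split by replicate number gave an odds ratio of 1.95 (1.081 to 3.47), well under the 16.9 at the lower bound for the backgrounds, which argues against depth as the whole cause. WT-only regions were weak, but among regions at or above the median fold enrichment of both of their lists the odds ratio was 25.7 (7.10 to 113), with 41.7% of 36 WT-only and 2.70% of 148 zmp-2-only regions in pericentromeric windows. Counting 1 region per class in each 100 kb window, since neighbouring regions are not independent, gave 16.0 (9.47 to 27.4). From the peak lists alone, loss of Pol IV from pericentromeric regions and gain in the arms in zmp-2 stays open as a biological hypothesis. The study gives other evidence for it, from small RNA sequencing not re-analysed here. In zmp-2 it reported fewer small interfering RNAs at regions enriched in pericentromeres, and more at mainly euchromatic ones. A ZMP-YFP transgene largely rescued these defects. Such RNAs also fell at its sites with more NRPD1-HA signal in WT, and rose at those with more in zmp-2. A difference between the tagged lines in the amount of NRPD1 sequence, described in the last paragraph, is also open, and its bearing on the peaks was not tested.

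ZMP sites overlapped WT-only regions far more often than zmp-2-only regions. Within compartments the pooled odds ratio was 21.6 (9.75 to 48.0; Mantel-Haenszel chi-square p = 5.3e-24), so pericentromeric position alone does not account for it. In the arms, 26.8% of 97 WT-only and 1.31% of 381 zmp-2-only regions carried a ZMP site. Peaks called without a tag were also weighed. A first test was undecided: before removal, 6.21% of 338 WT-only regions and 7.97% of 4464 regions in all 4 lists overlapped a peak from plants without a transgene (odds ratio 0.764, 0.461 to 1.21). A second was then chosen. Before removal, 10.7% (6.66 to 16.0) of the 187 WT-only regions with a ZMP site overlapped such a peak, which argues against called untagged peaks as the whole cause. The odds ratio was 39.0 (21.3 to 76.5) with no removal. Removal against all 4 lists without a transgene took 21 of 338 WT-only and 8 of 422 zmp-2-only regions and gave 50.4, but only 2 WT-only regions fewer than removal against set A alone. Untagged signal under the calling threshold was not tested. WT-only regions and regions kept in all 4 lists were not compared within compartments. Pooled, 51.6% of the kept regions also carried ZMP sites, so the pooled contrast lies in the low share on zmp-2-only regions, 1.93%. The share on zmp-2-only regions rose to 10.1% without WT NRPD1-HA replicate 1. A candidate explanation, untested here, is that ZMP acts on those regions indirectly, or that its presence there stays under the calling threshold. From reads, the study reported weak ZMP-HA signal at its own sites with more NRPD1-HA signal in zmp-2. Where small interfering RNAs rose in zmp-2, it found this signal low but detectable, and at some loci too weak for a peak call.

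With all libraries, the 2 classes did not differ detectably in H3K4me3 overlap (odds ratio 1.58, 0.753 to 3.33). This odds ratio ranged from 0.576 to 2.50 over fits that left out 1 library. The zmp-2-only regions nevertheless lay nearer gene 5′ ends. The hypothesis that H3K4me3 lies beside zmp-2-only regions and not on them was tested in the flanks. Of the zmp-2-only regions, 33.3% had no H3K4me3 peak on them and 1 within 1 kb, against 10.7% of WT-only regions (odds ratio 0.239, 0.154 to 0.364; two-sided Fisher's exact p = 2.3e-13). Within compartments the pooled odds ratio was 0.331 (0.199 to 0.550; Mantel-Haenszel chi-square p = 1.3e-05), so arm position is not the whole cause of this contrast. Much of the contrast, however, is the low share of WT-only regions. Regions in all 4 lists had 30.2% (28.8 to 31.6). Among regions with no H3K4me3 peak on them, 34.7% of 398 zmp-2-only regions had 1 in the flanks, against 30.1% at random (ratio 1.15, two-sided permutation p = 0.064; 1.09 within compartments, p = 0.270). For regions in all 4 lists it was 35.8% of 3485, a ratio of 1.23 to random (permutation p = 0.002), and the 2 classes did not differ detectably (odds ratio 0.951, 0.759 to 1.19; two-sided Fisher's exact p = 0.699). For WT-only regions it was 11.3% of 300 against 29.3% at random (ratio 0.387, permutation p = 0.002), or a ratio of 0.681 within compartments (permutation p = 0.012). The hypothesis thus stays open, with a single H3K4me3 library.

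The counts here differ from those of the study. Pol IV sites numbered 5223 in WT and 5358 in zmp-2. Both are higher than the values quoted from the study above. There were 4709 ZMP sites. That is higher than the value quoted from the study above. The WT-only regions numbered 319. That is lower than the count of sites with more signal in WT quoted from the study above. The zmp-2-only regions numbered 414. That is close to the count of sites with more signal in zmp-2 quoted there. The study filtered by IDR and compared backgrounds by reads. The IDR filter refitted here gave 4464, 5031 and 1291 sites, each still higher, and which other steps differed was not tested.

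Peaks from plants without a transgene were not scattered at random. Of the 440 set A replicate 1 peaks, 43.6% overlapped a ZMP-HA peak of the separate set B (12.9% at random). Of the 952 set A replicate 2 peaks, 72.3% overlapped such a peak (12.2% at random). Carry-over of NRPD1-HA material from the same set would place nearly all of them on NRPD1-HA peaks, but 42.3% (39.2 to 45.5) lay on none, which argues against it as the whole cause. Regions that give a peak in any immunoprecipitation could explain the overlap. In favour, 24.3% (21.6 to 27.1) of these peaks overlapped a set B peak without a transgene, against 0.487% at random (one-sided permutation p = 0.001, the smallest possible). Of the shorter set B lists, 66.1% and 74.2% of peaks lay on a set A peak without a transgene (1.65% and 1.61% at random), and 81.9% and 77.3% on a ZMP-HA peak (12.8% and 13.0% at random). For the 75.7% of set A replicate 2 peaks on no set B peak without a transgene this stays open. Among all 952, those on a ZMP-HA peak overlapped such set B peaks in 25.9% of cases and the rest in 20.1%, and the interval of the odds ratio of 1.39 (0.973 to 2.01) includes 1. No biological explanation was tested. Since 9.65% and 9.42% of the peaks of the 2 ZMP-HA lists overlapped a set A peak without a transgene, against 3.64% and 4.09% for set B, some ZMP sites also gave a peak without a tag in the other set, and removal against both sets gave 4276 sites.

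Set A replicate 2 also had 2 peaks inside the NRPD1 gene. If these came from carry-over of NRPD1-HA immunoprecipitated material, the strongest NRPD1-HA peaks would show in that library first. The strongest 10% of WT NRPD1-HA replicate 2 peaks overlapped its peaks less often than the rest, 3.05% against 4.89% (odds ratio 0.611, 0.3796 to 0.941). The lists without a transgene of set B, a separate experiment, gave odds ratios of 0.481 (0.172 to 1.09) and 0.332 (0.0885 to 0.879), and set A replicate 1 gave 1.06 (0.487 to 2.05). The value for set A replicate 2 is not lower than those of set B and the intervals overlap. That comparison thus cannot tell such carry-over from its absence. The positions, compared after they were seen, bear on it more directly. The 2 peaks lay at 23356965 to 23357402 and 23358498 to 23358910 on chromosome 1, where no NRPD1-HA list had a peak. All 4 NRPD1-HA lists had their strongest peak at this gene over the 5′ end, where set A replicate 2 had none. Both points argue against such carry-over as the source of these 2 peaks. Signal under the calling threshold at those positions was not tested. Carry-over of unselected DNA from tagged plants was not tested.

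The organelle genomes, left out of the comparisons, carried 92 peaks in set A replicate 1 without a transgene, 77 of them mitochondrial, and 0 in set A replicate 2. Set B without a transgene had 23 and 16 peaks, all on the chloroplast genome. The WT NRPD1-HA lists had 3 and 1, the H3K4me3 list 1, and the zmp-2 NRPD1-HA and ZMP-HA lists 0.

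At the 5′ end of NRPD1 the input background used by the caller was raised in all 4 NRPD1-HA libraries, by a factor of at least 2.87 over each library's usual background. In the 3 peaks at this gene from lists of plants without the NRPD1 transgene, 2 of them farther from its 5′ end, the ratio was 1.00 to 1.01, and the caller allows no ratio under 1. Extra copies of the NRPD1 sequence in the tagged plants are a candidate explanation, and they do not account for the enrichment above that background. At the strongest peak the ratio was 7.48 ± 0.876 (SD, n = 2) in WT and 2.93 ± 0.0866 (SD, n = 2) in zmp-2. It depended on position, since at the second peak of the WT lists, inside the gene, it was 10.3 and 10.4, and the zmp-2 lists had no peak there. The lowest WT ratio was 2.30 times the highest zmp-2 ratio, more than the 1.18 between replicates of either background that differ in depth, which argues against depth as the cause. No exact p-value under 0.33 exists for 2 libraries against 2. Copies of that sequence in the input may thus be more numerous in the WT NRPD1-HA plants than in zmp-2 NRPD1-HA plants. The study's methods say that transgenic lines with a single insertion were chosen, which speaks against insertion number, and the study shows NRPD1-HA protein in both backgrounds by immunoblot. Both mean ratios exceed what a single added copy per genome would give. Zygosity of the same insertion can change the added background by a factor of at most 2, and the lowest WT excess over the usual background was 2.95 times the highest zmp-2 excess, which argues against zygosity as the whole cause if background follows copy number. Another source of that DNA in the input stays open and was not tested.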
